# CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells

**DOI:** 10.1371/journal.pone.0107247

**Published:** 2014-09-15

**Authors:** Kenji Fujiwara, Kenoki Ohuchida, Masafumi Sada, Kohei Horioka, Charles D. Ulrich, Koji Shindo, Takao Ohtsuka, Shunichi Takahata, Kazuhiro Mizumoto, Yoshinao Oda, Masao Tanaka

## Abstract

**Background:**

CD166, also known as activated leukocyte cell adhesion molecule (ALCAM), is expressed by various cells in several tissues including cancer. However, the role of CD166 in malignant tumors is controversial, especially in pancreatic cancer. This study aimed to clarify the role and significance of CD166 expression in pancreatic cancer.

**Methods:**

We performed immunohistochemistry and flow cytometry to analyze the expression of CD166 in surgical pancreatic tissues and pancreatic cancer cell lines. The differences between isolated CD166+ and CD166- pancreatic cancer cells were analyzed by invasion and migration assays, and in mouse xenograft models. We also performed quantitative RT-PCR and microarray analyses to evaluate the expression levels of CD166 and related genes in cultured cells.

**Results:**

Immunohistochemistry revealed high expression of CD166 in pancreatic cancer tissues (12.2%; 12/98) compared with that in normal pancreas controls (0%; 0/17) (p = 0.0435). Flow cytometry indicated that CD166 was expressed in 33.8–70.2% of cells in surgical pancreatic tissues and 0–99.5% of pancreatic cancer cell lines. Invasion and migration assays demonstrated that CD166- pancreatic cancer cells showed stronger invasive and migratory activities than those of CD166+ cancer cells (p<0.05). On the other hand, CD166+ Panc-1 cells showed a significantly stronger colony formation activity than that of CD166- Panc-1 cells (p<0.05). *In vivo* analysis revealed that CD166+ cells elicited significantly greater tumor growth than that of CD166- cells (p<0.05) in both subcutaneous and orthotopic mouse tumor models. mRNA expression of the epithelial-mesenchymal transition activator Zeb1 was over-expressed in CD166- cells (p<0.001). Microarray analysis showed that TSPAN8 and BST2 were over-expressed in CD166+ cells, while BMP7 and Col6A1 were over-expressed in CD166- cells.

**Conclusions:**

CD166+ pancreatic cancer cells are strongly tumorigenic, while CD166- pancreatic cancer cells exhibit comparatively stronger invasive and migratory activities. These findings suggest that CD166 expression is related to different functions in pancreatic cancer cells.

## Introduction

Pancreatic cancer is one of the most lethal human malignancies, with a 5-year survival rate of less than 5% [1]. This poor outcome is largely because early diagnosis is uncommon and conventional therapeutics such as surgical resection, chemotherapy, and radiotherapy have limited efficacy [1], [2]. Therefore, new strategies are urgently needed for cancer therapy. Recently, the concept of cancer stem cells (CSCs) has received significant attention. CSCs comprise a very small population of cancer cells that have the ability to initiate and sustain tumor formation [3]. Consequently, targeted therapy of this small cell population in cancer might be more effective than current therapies including those for pancreatic cancer.

CD166, also known as activated leukocyte cell adhesion molecule (ALCAM), is a member of the immunoglobulin superfamily [4]. It is detectable in a wide variety of cell types, including epithelial cells, lymphoid cells, myeloid cells, fibroblasts, neuronal cells, hepatocytes, and bone marrow cells [5]. CD166 has been reported to be a marker for CSCs in colon cancer and prostate cancer, which indicates strong tumorigenicity [6], [7]. Moreover, its over-expression has been reported as an independent prognostic marker for some cancers [8]. On the other hand, inhibition of CD166 has been shown to enhance invasive and migratory activities in ovarian carcinoma and glioblastoma cells [9], [10]. In pancreatic cancer, there have been data reported on the relationship between CD166 expression and prognosis data, but it is still controversial [11]–[13].

In the present study, we evaluated the significance of CD166 expression in pancreatic cancer. We found that CD166+ pancreatic cancer cells exhibited stronger tumorigenicity than that of CD166- cells, whereas CD166- pancreatic cancer cells exhibited comparatively stronger invasive and migratory activities. These findings suggest that CD166 expression is related to different functions in pancreatic cancer cells.

## Materials and Methods

### Ethics statement

This study was approved by the Ethics Committee of Kyushu University (approval number: 24–222) and conducted according to the Ethical Guidelines for Human Genome/Gene Research enacted by the Japanese Government and the Helsinki Declaration. All patients provided signed informed consent approving the use of their tissues for unspecified research purposes. Mouse experiments were approved by the Ethics Committee of Kyushu University (approval number: A-24-262-0). The animals were housed under specific pathogen-free conditions.

### Patients and pancreatic tissues

Pancreatic cancer tissues were obtained from patients who underwent pancreatic resection at our institution. For immunohistochemistry, specimens were collected from 98 pancreatic cancer patients including 62 men and 36 women with a median age of 65.2 years (range: 36–81 years). The clinicopathological characteristics of the patients are described in Table 1. Overall survival was based on the date of the operation to the date of death or last follow-up. Prognoses were determined in September 2013. The median overall survival time was 16 months (range: 1–135 months). Sixty-six patients did not survive for the follow-up. Adjacent tissues to the specimens were evaluated histologically according to the criteria of the World Health Organization. The tumor stage was assessed according to the classification of the Union for International Cancer Control. As control tissues, we obtained 17 normal pancreatic tissue samples from intact pancreases that were resected for bile duct cancer, neuroendocrine tumor, or benign solid-pseudopapillary tumor. For flow cytometric analysis, pancreatic cancer tissues were collected from five patients, including three men and two women with a median age of 62.0 years (range = 37–80 years), which had been resected at our institution between July 2013 and November 2013.

**Table 1:** Clinicopathologic characteristics of the pancreatic cancer patients.

Median age		65.2 years (range, 36–81 years)
Sex	Male	62 (63.3%)
	Female	36 (36.7%)
Histological diagnosis	Invasive ductal adenocarcinoma	95 (96.9%)
	Adenosquamous carcinoma	3 (3.1%)
pT category	pT1	6 (6.1%)
	pT2	4 (4.1%)
	pT3	86 (87.8%)
	pT4	2 (2.0%)
pN category	pN0	22 (22.4%)
	pN1	76 (77.6%)
UICC stage	I	8 (8.2%)
	II	86 (87.87%)
	III	2 (2.0%)
	IV	2 (2.0%)
Histological grade	G1	15 (15.3%)
	G2	31 (31.6%)
	G3	46 (46.9%)
	others	6 (6.1%)
Pathological margin	Negative	62 (63.3%)
	Positive	36 (36.7%)

UICC, Union for International Cancer Control.

### Immunohistochemical procedures and evaluation

CD166 was detected using a mouse monoclonal antibody (clone MOG/07, 1:450; Novocastra, Newcastle upon Tyne, UK) by incubation overnight at 4°C. The EnVision system (Dako, Glostrup, Denmark) was used to visualize the immunostaining. Cells were considered positively immunostained when the membrane or cytoplasm was stained. Tissues without staining or weak and moderate staining intensities in <70% and <30% of cells, respectively, were considered as CD166^low^. CD166^high^ was assigned to tissues with weak and moderate staining intensities in ≥70% and ≥30% of cells, respectively. Sections were evaluated independently by two investigators without any knowledge of the clinical features of each case.

### Cells and culture conditions

Human pancreatic cells were dissociated from surgical pancreatic tissues using a Tumor Dissociation Kit (human) and gentleMACS Dissociator (Miltenyi Biotec, Bergisch-Gladbach, Germany) according to the manufacturer's instructions. Immediately after dissociation, the cells were analyzed by flow cytometry. In addition, we analyzed the following nine pancreatic cancer cell lines: BxPC3, CFPac-1, SW1990, AsPC1, and Capan-2 (American Type Culture Collection, Manassas, Va); Panc-1 (RIKEN, Tsukuba, Japan); MiaPaCa2, SUIT-2, and KP-2 (Health Science Research Resources Bank, Osaka, Japan). We also analyzed two normal pancreatic duct epithelial cell lines: a human primary normal pancreatic epithelial cell line, CS-PE (DS Pharma Biomedical Co., Osaka, Japan), and an immortalized pancreatic ductal epithelial cell line, HPDE6-E6E7 clone 6 (a gift from Dr. Ming-Sound Tsao, University of Toronto, Toronto, Canada). In addition, human pancreatic stellate cells (PSCs) were isolated from fresh pancreatic specimens using the outgrowth method [14]. The metastatic SUIT-2 cell line was previously established in our laboratory [15]. The same method was used to establish the metastatic Panc-1 cell line. Cells were maintained as described previously [16].

### Flow cytometric analysis and cell separation by immunoreactivity

Cells from subconfluent monolayer cultures were suspended in phosphate-buffered saline (PBS) and incubated with monoclonal anti-human ALCAM-phycoerythrin (PE) (R&D Systems, Minneapolis, MN), anti-human CD24-fluorescein isothiocyanate (FITC) (eBioscience Inc, San Diego, CA), anti-human CD44-FITC (MBL, Nagoya, Japan), and monoclonal anti-human CD133-FITC (Ancell Corp, Bayport, MN) antibodies. Mouse immunoglobulin G1 K isotype Control PE (eBioscience Inc) was used as a negative control. Mouse IgG1 K isotype Control PE and anti-CD11b-FITC (Miltenyi Biotec) were used to exclude mouse cells from analyses. Labeled cells were analyzed by a flow cytometer (EC800; Sony Biotechnology, Tokyo, Japan). For cell separation, we incubated magnetic microbeads conjugated with anti-PE reagent (Miltenyi Biotec) with labeled cells for 15 minutes at 4°C. Labeled cells were isolated by passing the suspension through an AutoMACS PRO separator (Miltenyi Biotec). Unlabeled cells were negatively selected and collected by the depletion method through the AutoMACS PRO separator.

### Matrigel invasion and migration assays

The invasiveness of pancreatic cancer cells was assessed by the number of cells that invaded through Matrigel (20 µg/well; BD Biosciences, Bedford, MA)-coated transwell chambers with 8-µm pores (BD Biosciences) as described previously [16], [17]. Cancer cells (5×10^4^ cells/0.25 mL) were seeded in the upper chambers and incubated for 24 h (Panc-1 cells) 48 h (SW1990 cells), or 72 h (SUIT-2 cells). Cancer cells that migrated to the lower surface of the membranes were fixed with 70% ethanol, stained with hematoxylin and eosin (H&E), and five random fields at 200× magnification were counted for Panc-1 and SW1990 cells or one center field at 100× magnification for SUIT-2 cells under a light microscope (BZ-9000E; Keyence, Osaka, Japan). The migration of pancreatic cancer cells was assessed using uncoated transwell inserts. The durations of incubation for the migration assay were 18 h for Panc-1 cells, 40 h for SW1990 cells, and 24 h for SUIT-2 cells. The results were expressed as the mean number of migrating cells in five random fields at 200× magnification. Each experimental condition was tested in triplicate, and three independent experiments were performed.

### Cell proliferation assay

Cell proliferation was evaluated by measuring the fluorescence intensity of propidium iodide (PI) as described previously [18]. Cells were seeded into six wells of a 24-well plate (Becton Dickinson Labware, Bedford, MA) at a density of 1×10^4^ cells/well. After incubation for the indicated times, PI (30 µmol/L) and digitonin (600 µmol/L) were added to each well to label nuclei with PI. The fluorescence intensity of PI, which corresponded to the total cell number, was measured using an Infinite F200 multimode reader (TECAN, Männedorf, Switzerland).

### Colony formation assay

Cells were seeded at a density of 1×10^3^ cells/well in Nunc 6-well cell-culture dishes (Thermo Fisher Scientific K.K., Yokohama, Japan) and incubated for 10 days. Then, the cells were stained with crystal violet, and the number of colonies was counted with the ChemiDoc XRS System (Bio-Rad Laboratories, Hercules, CA). All experiments were performed in triplicate dishes.

### Sphere formation assay

Cells were seeded at a density of 5×10^3^ cells/well in 6-well ultra-low attachment plates (Corning Inc., Corning, NY) and cultured in serum-free DMEM:Ham's F12 medium (Invitrogen, Carlsbad, CA) containing 20 ng/ml human recombinant epidermal growth factor (PeproTech, Rocky Hill, NJ), 10 ng/ml human recombinant fibroblast growth factor-2 (PeproTech), 1% Insulin-Transferrin-Selenium Solution (ITS-G), 200 U/ml penicillin, and 100 µg/ml streptomycin. After 12 days, the number of spheres consisting of >20 cells was counted and imaged under a light microscope. The experiment was performed twice.

### Adhesion assay

The adhesion assay was conducted as described in a previous study [12] with minor modifications. Cells were seeded at a density of 1 ×10^6^ cells/well in 24-well plates (Becton Dickinson Labware). After 60 min, the cells were washed with PBS to remove non-adherent cells. The adhesive cells were stained with crystal violet and counted under a light microscope. All conditions were tested in quadruplicate and the experiment was performed twice.

### In vivo experiments

Five-week-old female nude mice were implanted subcutaneously or orthotopically with cancer cells suspended in 100 µL PBS as described previously [19]. Three-dimensional diameters were measured to calculate the tumor volume. The mice were sacrificed on indicated day and the subcutaneous or orthotopic tumors were excised and weighed. For flow cytometric analysis, tumor cells were dissociated using the Tumor Dissociation Kit (human) and gentleMACS Dissociator.

### Silencing of CD166 expression by small interfering RNA

Cancer cells at approximately 90% confluence were transfected with CD166-7 (SI02780169) small interfering RNA (siRNA) (Qiagen, Tokyo, Japan) by electroporation using the Nucleofector System (Lonza, Bazel, Switzerland) according to the manufacturer's instructions. To verify the knockdown specificity, we used a control siRNA (Qiagen). The cells were used in subsequent experiments at 24–144 h after transfection.

### Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted from cultured cells using a High Pure RNA Isolation Kit (Roche Diagnostics, Mannheim, Germany) and DNase I (Roche Diagnostics) treatment according to the manufacturer's instructions. qRT-PCR was performed using a QuantiTect SYBR Green Reverse Transcription-PCR kit (Qiagen) and the CFX96 Real-Time PCR System (Bio-Rad Laboratories). Primers were purchased from Takara Bio Inc (Tokyo, Japan). Primer sequences are shown in Table 2. Each reaction mixture was first incubated at 50°C for 30 min for reverse transcription to synthesize first-strand complementary DNA by priming the total RNA with a gene-specific primer. PCR was initiated by incubation at 95°C for 15 min to activate the polymerase, followed by 40 cycles of 95°C for 5 s, 60°C for 20 s, and 72°C for 30 s. Genes expression levels were calculated using a standard curve constructed with total RNA from Panc-1, SUIT-2, or specific PSCs. The expression levels of genes were normalized to those of β-actin as an internal control and expressed as the ratio of target gene expression to β-actin expression. All samples were run in triplicate, and each sample was analyzed at least twice. No detectable PCR products were amplified without prior reverse transcription. The accuracy and integrity of the PCR products were confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc, Palo Alto, CA).

**Table 2:** Sequences of the oligonucleotide primers used in this study.

Primer	Forward sequence 5′-3′	Reverse sequence 5′-3′
CD166	tggcaatatcacatggtacaggaa	ccagggtggaagtcatggtatagag
E-cadherin	tcagcgtgtgtgactgtgaa	aggctgtgccttcctacaga
N-cadherin	cgaatggatgaaagacccatcc	gccactgccttcatagtcaaacact
Zeb1	catcttgagctgaatttgggtaaca	cctgaaatgacctgaagcatgaa
MMP2	ctcatcgcagatgcctggaa	ttcaggtaataggcacccttgaaga
TSPAN8	cctagcattagcaatatgggtacga	tgatgatggcacctacagcaa
BST2	ggatgcagagaaggcccaag	agtacttcttgtccgcgattctcac
BMP7	accagaggcaggcctgtaaga	ctcacagtagtaggcggcgtag
Col6A1	caccgactgcgctatcaagaa	gtcggtcaccacaatcaggtactta
β-actin	tggcacccagcacaatgaa	ctaagtcatagtccgcctagaagca

### Microarray analyses

We carried out microarray analyses of the CD166+ and CD166- cells derived from both Panc-1 and SW1990 cell lines. The quality of RNA samples was evaluated using the Agilent 2100 Bioanalyzer. A Human HT-12v4 Expression BeadChip (Illumina, San Diego, CA) was used for the analyses. Data were analyzed using BeadStudio software version 3.2.3 (Illumina).

### Statistical analysis

Values are expressed as the mean ± standard deviation. Comparisons between two groups were made using the Student t-test. Statistical significance was defined as p<0.05. The χ2 test was used to analyze the correlation between CD166 expression and clinicopathological characteristics observed in the immunohistochemical study. Survival was calculated by Kaplan-Meier analysis, and survival curves were compared using the log-rank test. All statistical analyses were performed using JMP 9.0.2 software (SAS Institute, Cary, NC).

## Results

### Cases of pancreatic cancer are often CD166^High^

Immunohistochemical staining for CD166 was performed using surgically resected pancreatic tissues (Figure 1A). Consistent with a previous study, we found strong CD166 staining in islet cells and moderate staining in nerves as positive controls [11]–[13]. In some cases, CD166 was expressed moderately in the acinar cells. In 17 normal pancreatic tissue samples, pancreatic ductal epithelial cells did not express CD166 or showed weak CD166 expression. All normal pancreatic tissues were identified as CD166^low^. In pancreatic cancer tissues, some cancer cells were stained moderately for CD166, and we identified 12.2% (12/98) of pancreatic cancer tissues as CD166^high^. The percentage of CD166^high^ pancreatic cancer tissues was significantly higher than that in normal pancreatic tissues (p = 0.0435). In pancreatic cancer tissues, we found that CD166 expression was associated with perineural invasion (p = 0.037, Table S1), but not prognosis using Kaplan–Meier survival analysis (p = 0.1473, Figure 1B).

**Figure 1:**
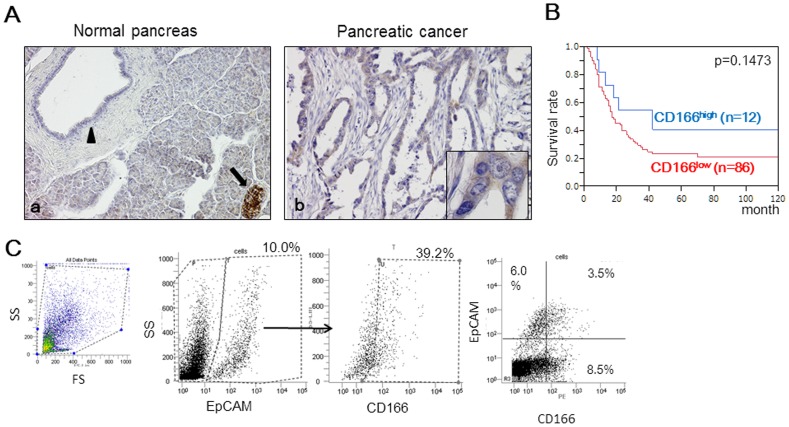
CD166 expression in human pancreatic tissues. (A) Immunohistochemical staining for CD166 was performed using resected pancreatic tissues. (a) In the normal pancreas, CD166 was expressed strongly in the membrane of islet cells (black arrows) and weakly in normal pancreatic ductal cells (black arrowhead). (b) In some pancreatic cancer tissues, cancer cells were positive for CD166. Original magnification: 200×. Insets: 600×. (B) Kaplan-Meier survival analysis revealed that the intensity of CD166 expression in pancreatic cancer was not correlated with prognosis (p = 0.1473). (C) Flow cytometric analysis of CD166 expression in cells separated based on EpCAM expression. The positive expression rate (%) is indicated for each marker.

We also evaluated CD166expression in pancreatic tissues by flow cytometry. In pancreatic cancer tissues, the CD166+ rate ranged from 15.2 to 45.3% (mean = 29.1%). Because CD166 is expressed in various types of cells [5], we used epithelial cell adhesion molecule (EpCAM), which is expressed exclusively in epithelia and epithelial-derived neoplasms, to exclude non-epithelial tissue from the analysis. Among EpCAM+ cells (10–56.5% of cells, mean = 20.6%), the positive rate of CD166 ranged from 33.8% to 70.2% (mean = 47.9%) (Figure 1C). There was no significant difference between CD166 and EpCAM positivity rates (p = 0.3488).

### CD166 Expression in human pancreatic cancer cell lines

Next, we analyzed the CD166+ rate in pancreatic cancer cell lines by flow cytometry, and found that CD166 was expressed in a wide range of cells (0–99.5%) (Figure 2A). Notably, no relationship was found between the CD166+ rate and malignant potentials, such as invasion, migration, and proliferation, which was in line with findings in a previous report (Table S2 and Figure S1) [20]. To further evaluate the significance of CD166 expression in pancreatic cancer, we analyzed SW1990 and Panc-1 cells among which 77.7–99.3% (mean = 86.4%) and 38.5–54.0% (mean = 46.9%) expressed CD166, respectively. After separation of the CD166+ and CD166- subpopulations, we checked CD166 expression weekly in parental, CD166+, and CD166- cells over a 6-week period (Figures 2B, C). The CD166+ rate did not significantly change in CD166+ cells, while that in both parental and CD166- cells increased gradually. Of note, we did not observe obvious morphological differences between CD166+ and CD166- Panc-1 cells (Figure 2D).

**Figure 2:**
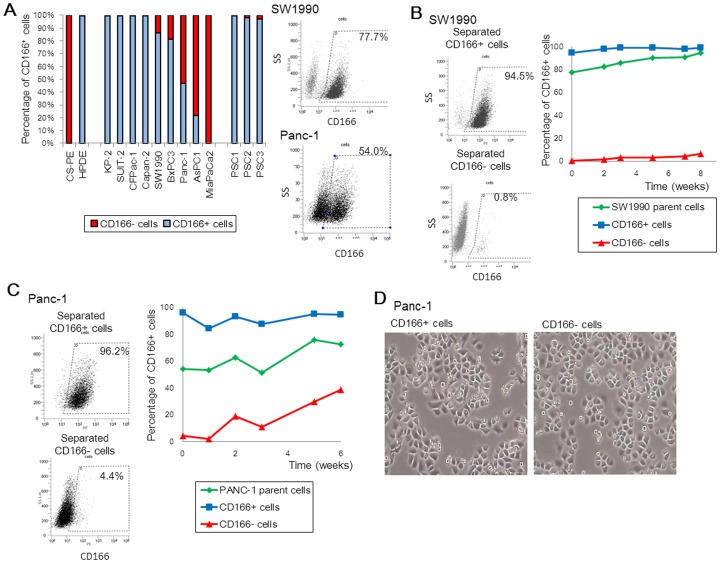
Analysis of CD166 expression in human pancreatic cancer cell lines. (A) CD166 positivity rates in two normal pancreatic duct epithelial cell lines, pancreatic cancer cell lines, and pancreatic stellate cells (PSCs). (B, C) SW1990 (B) and Panc-1 (C) cells (parental cells) were separated based on CD166 expression (CD166+ and CD166-) by an AutoMACS PRO separator. Changes in CD166 expression in parental and CD166+/− subpopulations were monitored frequently by flow cytometry over 6 weeks. (D) Morphology of Panc-1 cells separated based on CD166 expression. Original magnification: 40×.

### CD166- cells show high invasive and migratory activities, whereas CD166+ cells show a stronger colony formation activity

To explore the effects of CD166 in pancreatic cancer, various cancer-associated processes were tested in pancreatic cell lines that were separated based on CD166 expression. We compared the invasive and migratory abilities of CD166+ and CD166- cells derived from both SW1990 and Panc-1 cell lines. CD166- SW1990 and CD166- Panc-1 cells exhibited significantly greater cell invasion than that of their CD166+ cell counterparts (p<0.05; Figure 3A). In addition, CD166- cells exhibited a markedly increased migratory potential compared with that of CD166+ cells from both SW1990 and Panc-1 cell lines (p<0.05; Figure 3B). Using a proliferation assay, we found that CD166+ cells showed greater proliferative activity than that of CD166- cells from the SW1990 cell line (p<0.0001), but not CD166- cells from the Panc-1 cell line (Figure 3C). In the colony formation assay, CD166+ Panc-1 cells showed a significantly stronger colony formation activity than that of CD166- Panc-1 cells (p<0.05; Figure 3D). In sphere formation and adhesion assays, no differences were found between the capacities of CD166+ and CD166- Panc-1 cells (Figure 3E and 3F).

**Figure 3:**
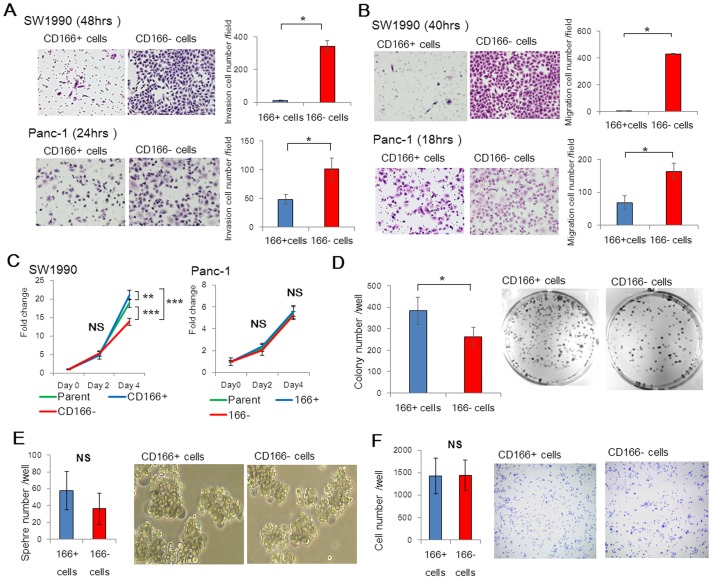
CD166- cells show high invasive and migratory activities. (A) Invasion assays of CD166+ and CD166- cells derived from SW1990 and Panc-1 cell lines were performed by culturing the cells on Matrigel-coated transwell inserts. After the indicated times, the cells on the lower membrane of the inserts were stained with H&E (representative images are shown) and quantified. (B) Migration assays of CD166+ and CD166- cells from SW1990 and Panc-1 cell lines were performed by culturing the cells on inserts. After the indicated times, the cells on the lower membrane of the inserts were stained with H&E (representative images are shown) and quantified. Original magnification: 200×. (C) Proliferation of CD166+ and CD166- cells derived from SW1990 and Panc-1 cell lines was measured at the indicated times post-initial seeding. (D) Quantification and representative images of the colony formation capacities of CD166+ and CD166- Panc-1 cells. (E) Quantification and representative images of the sphere formation capacities of CD166+ and CD166- Panc-1 cells. (F) Quantification and representative images of the adhesive capacities of CD166+ and CD166- Panc-1 cells. Original magnification: 40×. Data represent the mean ± SD; *, *p*<0.05; **, *p*<0.01; ***, *p*<0.0001; NS, not significant.

### CD166+ cells show strong tumorigenicity in mouse xenograft models

To evaluate the effects of CD166 on *in vivo* tumor growth, we subcutaneously transplanted CD166+ or CD166- cells into nude mice. We found that CD166+ cells had significantly greater tumorigenicity than that of CD166- cells derived from the Panc-1 cell line (p = 0.0082; Figure 4A and Table 3). Similarly, SW1990-derived CD166+ cells tended to generate larger tumors than those of CD166- cells, although the difference was not statistically significant (Figure S2 and Table S3). In mouse orthotopic xenograft models, tumors derived from CD166+ Panc-1 cells were heavier than those from CD166- Panc-1 cells (p<0.05; Figure 4B). Analysis of the subcutaneous and orthotopic xenograft models by flow cytometry showed that the CD166+ rate in tumors from CD166+ cells was significantly higher than that in tumors from CD166- cells, although immunohistochemistry did not show significant differences in CD166 expression (Figures 4C–F). There was also no significant relationship between the size of tumors and the CD166+ rate of cells (Figure 4G).

**Figure 4:**
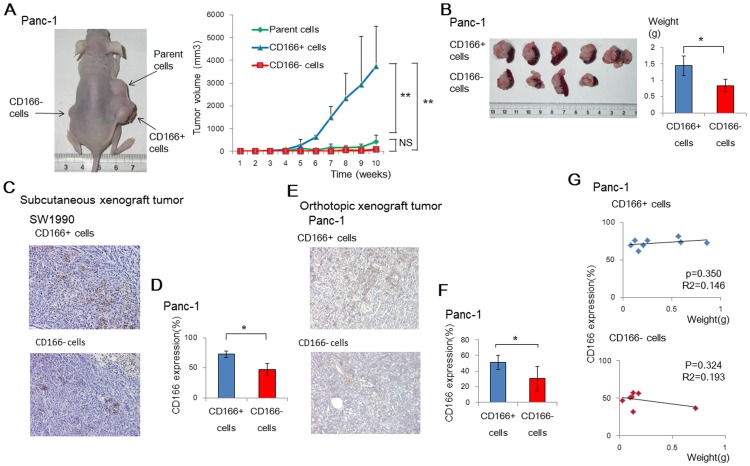
CD166+ cells show strong tumorigenicity in mouse xenograft models. (A) Mice were subcutaneously transplanted with parental, CD166+, and CD166- cells from the Panc-1 cell line (representative image), and tumor volumes were regularly measured for 7 weeks. (B) Mouse orthotopic tumor xenograft models were also generated from CD166+ and CD166- Panc-1 cells. Tumors were excised and wet weighed. (C, E) Immunohistochemical analysis of CD166 in subcutaneous (C) and orthotopic (E) tumors derived from CD166+ and CD166- SW1990 and Panc-1 cells. Original magnification: 100×. (D, F) CD166 expression was analyzed in subcutaneous (D) and orthotopic (F) tumors derived from CD166+ and CD166- cells by flow cytometry. (G) Analysis of the relationship between tumor weight and the positivity rate of CD166 cells in orthotopic tumors derived from CD166+ and CD166- Panc-1 cells. All graphs show the mean ± SD; *, *p*<0.05, **, *p*<0.01.

**Table 3:** Tumorigenic potential of CD166+/CD166- cells derived from the Panc-1 cell line.

		No. of mice with tumor formation		
		(Tumor volume>100 mm3)		
	No. of injected cells	Euthanized at 6 weeks	8 weeks	10 weeks
Parent	4×10 4	0/5	0/5	0/5
	2×10 5	0/5	2/5	4/5
	1×10 6	0/5	3/5	4/5
CD166+ cells	4×10 4	0/5	0/5	0/5
	2×10 5	0/5	0/5	0/5
	1×10 6	4/5	4/5	4/5
CD166- cells	4×10 4	0/5	0/5	0/5
	2×10 5	0/5	0/5	0/5
	1×10 6	0/5	0/5	1/5

### CD166- cells over-express the epithelial-mesenchymal transition (EMT) activator Zeb1

Hong et al. reported that knockdown of CD166 by RNA interference has no effect on the growth or invasion of pancreatic cancer cells [12]. We also inhibited CD166 expression by RNA interference in the pancreatic cancer cell line SUIT-2. As a result, knockdown of CD166 did not affect invasion, migration, proliferation, or colony formation activities (Figures 5A, 5B, and S3A–C). To elucidate key factors underscoring the functional differences between CD166+ and CD166- cells, we next focused on the expression of markers for EMT and pancreatic CSCs. We evaluated the expression of EMT markers in SW1990 and Panc-1 cells using qRT-PCR. At the primary stage of EMT, cells lose expression of epithelial markers, express mesenchymal markers, and acquire motile and invasive properties [21]. The level of Zeb1 mRNA, an EMT activator, was greater in CD166- cells than that in CD166+ cells, although there was no difference in the mRNA levels of epithelial marker E-cadherin (Figure 5E). The level of N-cadherin mRNA, a mesenchymal marker, was higher in CD166+ cells than that in CD166- cells. Furthermore, the level of metalloproteinase 2 (MMP2) mRNA, which is related to cell invasiveness, was increased in CD166- cells compared with that in CD166+ cells [22]. Next, we analyzed the relationship between CD166 expression and CSC markers CD24, CD44, and CD133; however, we did not find any significant changes in their expression between CD166+ and CD166- cells derived from Panc-1 cells (Figure 5D) [23], [24].

**Figure 5:**
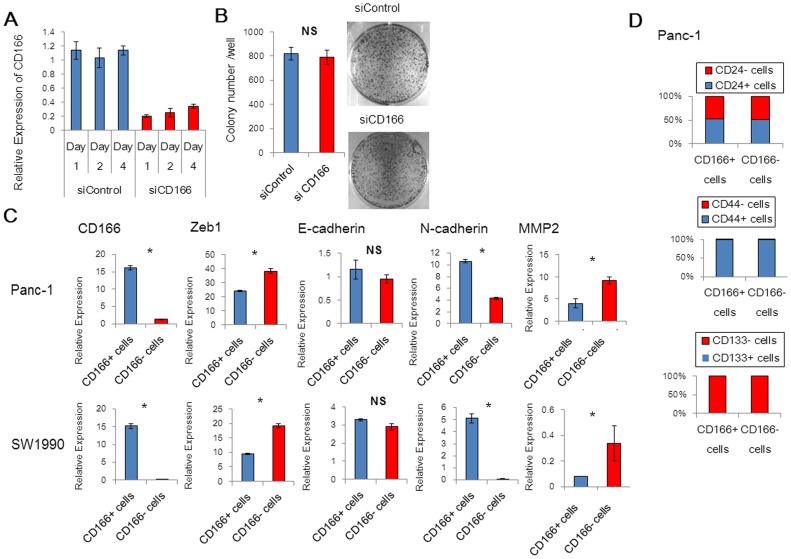
CD166- Cells Over-express the EMT Activator Zeb1. (A) qRT-PCR analysis of the mRNA levels of CD166 in SUIT-2 cells after RNA interference was performed at the indicated days post-transfection. Control (siControl) or CD166 silenced cells (siCD166) were analyzed by (B) colony formation assays at the indicated days post-transfection. (C) qRT-PCR analysis of EMT markers E-cadherin, N-cadherin, Zeb-1, and MMP2 in CD166+ and CD166- Panc-1 and SW1990 cells. (D) The relationships between expression of CD166 and CSC markers CD24, CD44, and CD133 in Panc-1 cells were analyzed by flow cytometry. Data represent the mean ± SD; *, *p*<0.05; NS, not significant.

### Microarray analysis shows over-expression of TSPAN8 and BST2 in CD166+ cells, while BMP7 and Col6A1 are over-expressed in CD166- cells

To identify other key molecules involved in CD166 expression, we performed microarray analyses of CD166+ and CD166- cells from both Panc-1 and SW1990 cell lines. 

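RNA from CD166+ and CD166- cells of SW1990 and Panc-1, both human pancreatic cancer cell lines, was hybridised to Illumina bead arrays, with 1 array for each of the 4 sorted populations. The cells had been separated by magnetic sorting on CD166. Each array carried 47315 probes and gave for each probe a mean bead intensity and a detection p-value against the negative controls of that array. The authors summarised the scans with BeadStudio 3.2.3 and deposited the intensities without normalization. The mean intensity was 413 for SW1990 CD166+, 325 for SW1990 CD166-, 338 for Panc-1 CD166+ and 339 for Panc-1 CD166- cells. A scaled table was deposited as well, in which the intensities of each array had been multiplied by 1 factor, 0.857, 1.09, 1.05 and 1.04 in the same order, so that every array had a mean of 354. At a detection p under 0.01, 16190, 15565, 16716 and 16222 probes were detected on these arrays.

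The intensities without normalization were corrected for background and quantile-normalized over the 4 arrays on the log2 scale (neqc in limma, offset 16). Each gene was represented by its probe with the highest mean signal. Where a gene was detected on 1 array of a line and not on the other, the undetected side was set to the lowest normalized signal among the detected probes of that array, or to the probe's own signal where this was higher, and the fold is given as at least that value. Among genes with several detected probes, the log2 folds of the probes of 1 gene had an SD of 0.44 in SW1990 (1985 genes) and of 0.22 in Panc-1 (2296 genes). Over the 11640 genes detected on any array, the CD166+ and CD166- arrays of Panc-1 had a Pearson correlation of 0.989 across genes, and those of SW1990 a correlation of 0.827. Genes are not independent replicates, so these correlations describe the arrays. Within a line a difference between CD166+ and CD166- cells has no replicate check. Across the lines there are 2 CD166+ and 2 CD166- arrays, paired because each pair comes from 1 cell line, and the 4 changes of sign that 2 pairs have allow no exact two-sided permutation p below 0.5. No source used here says that the sorted populations were prepared more than once. P-values of single genes across the lines therefore measure the spread between these arrays.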

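ALCAM, the gene of CD166 itself, had normalized signals of 293 in CD166+ and 47.3 in CD166- SW1990 cells, a 6.20-fold difference, and of 234.5 and 44.3 in Panc-1 cells, a 5.29-fold difference. In SW1990, 1462 genes were over 2-fold higher in CD166+ cells and 1530 in CD166- cells, of 10777 genes detected on either array. In Panc-1 the numbers were 63 and 43 of 10524 genes. Over 2-fold in the same direction in both lines were 38 genes higher in CD166+ cells and 12 genes higher in CD166- cells. Another 13 genes were over 2-fold apart in opposite directions in the lines.

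Of the genes detected on all 4 arrays and higher in CD166+ cells of both lines, C4BPB, the beta chain of a complement regulator, was 95.1-fold higher in SW1990 and 3.99-fold higher in Panc-1. CPS1, the first enzyme of the urea cycle, was 18.9-fold and 3.48-fold higher, and TENT5A, a poly(A) polymerase, 45.6-fold and 2.61-fold higher. MAPKAPK3, a kinase downstream of p38, was 3.95-fold and 2.40-fold higher. GABRE, a GABA receptor subunit, was 3.84-fold and 2.20-fold higher, and the nuclear protein SLFN11, a sensitizer to DNA damage, had log2 folds of 3.55 and 1.18. MYPN, a sarcomere protein, and the zinc finger gene ZNF165 had log2 folds between 1.09 and 1.16 in both lines. Of those higher in CD166- cells, ALDH1A3, a retinaldehyde dehydrogenase, was 4.40-fold higher in SW1990 and 2.31-fold higher in Panc-1. PLCG2, a phospholipase of receptor signaling, was 3.82-fold and 2.29-fold higher, RAB6B, a small GTPase of Golgi transport, 4.55-fold and 2.18-fold higher, and PALD1 2.92-fold and 2.17-fold higher. COL5A2, a fibrillar collagen chain, was 16.9-fold higher in CD166- cells of SW1990 and 1.99-fold higher in those of Panc-1. CITED2, a transcriptional coregulator, and NXN, a thioredoxin-like protein, had log2 folds of -1.58 and -1.36 in SW1990 and of -0.89 and -0.87 in Panc-1.

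Among the 10 genes with the largest fold toward CD166+ cells of SW1990, of those detected on both arrays, were BASP1, a membrane protein of growing axons (99.7-fold higher in CD166+ cells), CRIP1, a LIM domain protein (82.9-fold), GCHFR, the feedback regulator of GTP cyclohydrolase (56.7-fold), and LDHB, a lactate dehydrogenase subunit (53.7-fold). Among the 10 with the largest fold toward CD166- cells were STMN3, a microtubule-destabilizing stathmin (153-fold), CMTM7 (96.0-fold), PLAU, the urokinase plasminogen activator (55.8-fold), GPAT3, an enzyme of glycerolipid synthesis (46.0-fold), VGF, a secreted neuropeptide precursor (25.6-fold), and SPRY2, an inhibitor of receptor tyrosine kinase signaling (25.2-fold). The corresponding genes of Panc-1 included ZNF185, a LIM domain protein (7.98-fold), and ANKRD1, a target of YAP (3.57-fold), which were higher in CD166+ cells. IFIT1, an interferon-stimulated gene (3.94-fold), SPARC, a matrix glycoprotein (3.68-fold), MT1M, a metallothionein (2.93-fold), TRIM9, a ubiquitin ligase (2.82-fold), CORO1A, an actin-binding protein (2.81-fold), and UPK1B, an uroplakin (2.78-fold), were higher in CD166- cells.

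On the scaled intensities deposited by the authors the counts were 917 and 1221 in SW1990, 27 and 9 in Panc-1 and 18 and 2 in the same direction in both lines, so that the share of genes higher in CD166+ cells was 75% in Panc-1 against 59.4% on the normalized signals. The median log2 fold of all detected genes in SW1990 was -0.13 on the scaled intensities and -0.0036 on the normalized signals. With the cell line as a block, limma with Benjamini-Hochberg adjustment called 0 of 10367 genes at an adjusted p under 0.05, the lowest adjusted p being 0.922. At an unadjusted p under 0.05 limma had 160 genes, and after adjustment limma without the block (55 genes unadjusted), limma with an intensity trend (197 unadjusted) and the methods' t-test (70 higher in CD166+ and 62 higher in CD166- cells unadjusted) also called 0.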

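Of 19 detected genes of epithelial cells and their junctions in SW1990, 10 were over 2-fold higher in CD166+ cells and 1 (the transcription factor EHF, named after its values were seen) was over 2-fold higher in CD166- cells, with a median log2 fold of 1.21 (8 and 0, with a median of 0.78, on the scaled intensities). Among them were JUP, the junction protein plakoglobin (log2 fold 3.87), and LAD1, an anchoring filament protein (1.51). In Panc-1, 2 of 13 detected epithelial genes were higher in CD166+ cells (1 on the scaled intensities) and the median was 0.046. Of 7 detected keratin genes in SW1990, 5 were higher in CD166+ cells and 0 in CD166- cells, with KRT10 at a log2 fold of 2.73, KRT19 at 1.33 and KRT18 at 1.22. In Panc-1, 1 of 8 was higher, with KRT19 at -0.11 and KRT18 at -0.46. Cancer-testis genes, which are normally silent outside the germ line, had 9 of 12 detected members higher in CD166+ cells of SW1990 (median 5.30) and 5 of 11 in CD166+ cells of Panc-1 (median 0.96, with 4 of 11 and a median of 0.51 on the scaled intensities). All of these 9 and 5 were GAGE genes, and GAGE2A was at least 24.3-fold higher in SW1990 and had a log2 fold of at least 0.095 in Panc-1. Probes of the GAGE genes target near-identical copies and may not separate them. KRT17, GAGE2B and GAGE5, whose probes were named only through the paper's Table S4, are in no list count or list test. They were 40.2-fold, 103.8-fold and at least 96.7-fold higher in CD166+ cells of SW1990. In Panc-1 they were at least 17.1-fold, at least 7.69-fold and at least 4.34-fold higher in CD166+ cells. On the Panc-1 CD166+ array, 39 genes strong in SW1990 CD166+ cells and undetected in Panc-1 CD166- cells had a median of 2.19% of their SW1990 CD166+ signal, and this is the array on which KRT7, the 5 cancer-testis genes and the aldo-keto reductases AKR1C3 and AKR1C4 were higher in Panc-1.

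Among aldo-keto reductases and targets of NRF2, the regulator of the antioxidant response, 6 of 19 detected genes were higher in CD166+ and 3 in CD166- cells of SW1990 (2 and 3 on the scaled intensities), and 2 of 18 were higher in CD166+ cells of Panc-1 (1 on the scaled intensities). ABCC3, a drug efflux transporter, had a log2 fold of 2.12 in SW1990 and 0.50 in Panc-1, whereas HMOX1, heme oxygenase, had -1.48 and 0.23. The mesenchymal and EMT genes had 7 of 15 detected members higher in CD166- and 5 higher in CD166+ cells of SW1990 (7 and 1 on the scaled intensities, median -0.63 on the normalized signals), including TGFBI (-2.27), VIM, the intermediate filament vimentin (-1.99), and CD44, a hyaluronan receptor (-2.66). In Panc-1, 1 of 15 was higher in each group. Collagens had 7 of 14 higher in CD166- and 5 higher in CD166+ cells of SW1990 (median -1.39), with COL5A1 at 4.70 and COL7A1, of anchoring fibrils, at 3.26. In Panc-1, 1 of 14 collagens was higher in CD166+ cells, COL13A1, which was higher in CD166- cells of SW1990, and 1 in CD166- cells, COL6A1 (1 and 0 on the scaled intensities), with a median of -0.042. Interferon-stimulated genes had 13 of 36 higher in CD166+ and 1 higher in CD166- cells of SW1990 (median 0.73, and 0.41 on the scaled intensities), among them OAS1, an antiviral RNA sensor (3.12), and PARP14 (2.55). In Panc-1, 2 of 34 were higher in CD166+ and 4 in CD166- cells (1 and 1 on the scaled intensities), with a median of -0.32, OAS1 at -0.36 and PARP14 at -0.31, and the difference between the lines was not tested. Septins, cytoskeletal GTPases, had 2 of 8 higher in CD166- and 1 higher in CD166+ cells of SW1990, with SEPTIN6 at 1.20 and SEPTIN11 at -1.62 or below, and 0 of 7 in Panc-1 (median -0.44, and -0.29 on the scaled intensities, where 0 were higher in CD166+ cells of SW1990). Markers of fibroblasts and stellate cells had 4 of 6 higher in CD166+ cells of SW1990 and 1 of 5, MFAP5, in Panc-1 (3 and 0 on the scaled intensities), and COL1A2, a type I collagen chain, was at least 55.0-fold higher in CD166- cells of SW1990. With the SW1990 CD166+ share, at its median of 2.19%, subtracted from the Panc-1 CD166+ signals, an alternative chosen after seeing the data, MFAP5 was 1.98-fold higher in Panc-1, while AKR1C3 was at least 8.53-fold, KRT7 at least 4.43-fold, GAGE12G at least 2.99-fold and GAGE4 at least 2.68-fold higher. C4BPB was then 2.39-fold higher in Panc-1. A larger share would lower these folds further and was not subtracted.

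Against 10000 random lists of the same size and mean expression, the medians in SW1990 lay at the 100th percentile for epithelial, cancer-testis and interferon genes, at percentile 99.9 for keratins, at 99.98 for fibroblast markers, at 1.34 for mesenchymal genes and at 0 for collagens. In Panc-1 they lay at 100 for cancer-testis genes, 98.8 for keratins, 99.8 for the aldo-keto reductase list, 28.4 for collagens, 0.03 for septins and 0 for interferon genes. Epithelial genes lay at 76.9 in Panc-1, fibroblast markers at 38.45 (median log2 fold -0.044) and mesenchymal genes at 4.995. The high percentiles of epithelial genes and fibroblast markers were thus those of SW1990 alone. Across both lines, camera (limma, preset correlation 0.01, adjusted over 21 lists) gave adjusted p = 1.27e-10 for cancer-testis, 1.24e-06 for epithelial, 0.00234 for keratin, 0.0207 for aldo-keto reductase and 0.0231 for fibroblast genes, all higher in CD166+ cells, and 0.0457 for septins, higher in CD166- cells. With a preset correlation, camera takes the genes and not the arrays as replicates. These p-values therefore do not measure the spread between the arrays or the lines. With an estimated correlation, camera gave an adjusted p = 0.857 for each of these 6 lists. The estimate rests on 1 residual degree of freedom, so this version of the test had little power. By fry, another list test of limma, adjusted p was 0.498 for the aldo-keto reductase list and 0.698 for each of the others. For the aldo-keto reductase list and septins the estimated correlations, -0.046 and -0.14, were below the preset one. These estimates rest on the same 1 residual degree of freedom. They cannot show whether correlation between genes accounts for the lost calls of any list. For mesenchymal genes, collagens and interferon genes the adjusted p of camera with the preset correlation was 0.140, 0.804 and 0.121. Adjusted over the list alone, limma called 8 of 9 cancer-testis genes, 1 of 8 keratin genes and 1 of 18 genes of the aldo-keto reductase list, all higher in CD166+ cells, and 0 in the other lists named here. Values of the paper's Tables S4 and S5, made from these arrays, had been seen. The 6 lists called by camera hold genes of these tables, among them GAGE4, DSG2, KRT7, AKR1C3, MFAP5 and SEPTIN5. The list results are therefore not independent evidence.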

Comparisons of the microarray data identified 26 genes that were up-regulated by more than 2-fold in CD166+ cells (Table S4) and 11 genes that were up-regulated by more than 2-fold in CD166- cells (Table S5). Of these genes, we selected TSPAN8, BST2, BMP7, and Col6A1 for further analysis, because these genes have been reported to be involved in tumorigenicity or cancer cell invasion and migration. qRT-PCR analysis was then performed to validate microarray data (Figure 6A) [25]–[29]. 

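TSPAN8, a tetraspanin of the cell surface, had a normalized signal of 2995 in CD166+ and 30.0 in CD166- cells of SW1990, where it was undetected, and was at least 72.1-fold higher in CD166+ cells. In Panc-1 its signals were 163.8 and 44.2, a 3.71-fold difference. BST2, the interferon-induced membrane protein tetherin, had signals of 3144 and 48.7 in SW1990, a 64.6-fold difference, and of 146 and 38.1 in Panc-1, where it was undetected in CD166- cells and at least 3.75-fold higher in CD166+ cells. BMP7, a ligand of the TGF-beta superfamily, was higher in CD166- cells, with signals of 22.8 in CD166+ and 349.7 in CD166- cells of SW1990, at least 8.95-fold, and of 66.2 and 144.6 in Panc-1, 2.19-fold. COL6A1, a chain of type VI collagen, was at least 7.22-fold higher in CD166- cells of SW1990, with signals of 25.7 and 281.9, and 2.15-fold higher in Panc-1, with 87.3 and 188.2.
Across both lines, with undetected sides taken as measured, so that the folds of all but ALCAM rest in part on signals below detection and are no bounds, the log2 fold of CD166+ over CD166- was 4.27 (SE 1.17) for TSPAN8, 3.98 (SE 1.02) for BST2, -2.53 (SE 0.75) for BMP7 and -2.28 (SE 0.66) for COL6A1, against 2.52 (SE 0.36) for ALCAM. Each gene had the same direction in 2 of 2 lines, and limma's adjusted p = 0.922 for each of the 5. On the scaled intensities the Panc-1 log2 folds of BMP7 and COL6A1 were -0.74 and -0.79, below 2-fold. With the SW1990 CD166+ share, at its median of 2.19%, subtracted from the Panc-1 CD166+ signals, an alternative chosen after seeing the data, TSPAN8 had a log2 fold of 1.19 in Panc-1 and BST2 of 1.02. The upper quartile of the share was 3.52%, and a second estimate on the scaled intensities had a median of 3.46%. A share of that size was not subtracted and would lower both folds further, so whether they would stay over 2-fold is not shown. The paper states that TSPAN8, BST2, BMP7 and COL6A1 were taken from its lists because earlier work had tied them to tumorigenicity or to invasion and migration of cancer cells, and it measured them again by qRT-PCR (Figure 6A).

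**Figure D1:**
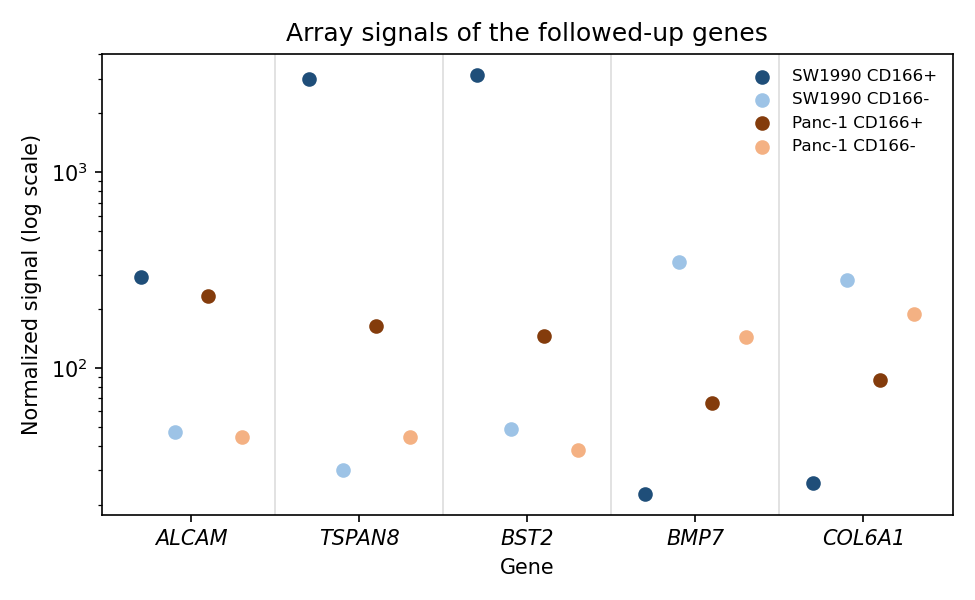
Normalized signal on a log scale (vertical axis) of ALCAM, TSPAN8, BST2, BMP7 and COL6A1 (horizontal axis), where each point is 1 of the 4 arrays. In both lines the CD166+ point lies above the CD166- point for ALCAM, TSPAN8 and BST2 and below it for BMP7 and COL6A1.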

To evaluate the effects of CD166 knockdown on the expression of these four genes, their mRNA levels were assessed in SUIT-2 cells after RNA interference. As a result, there were no significant changes in the expression levels of these genes (Figure S4).

**Figure 6:**
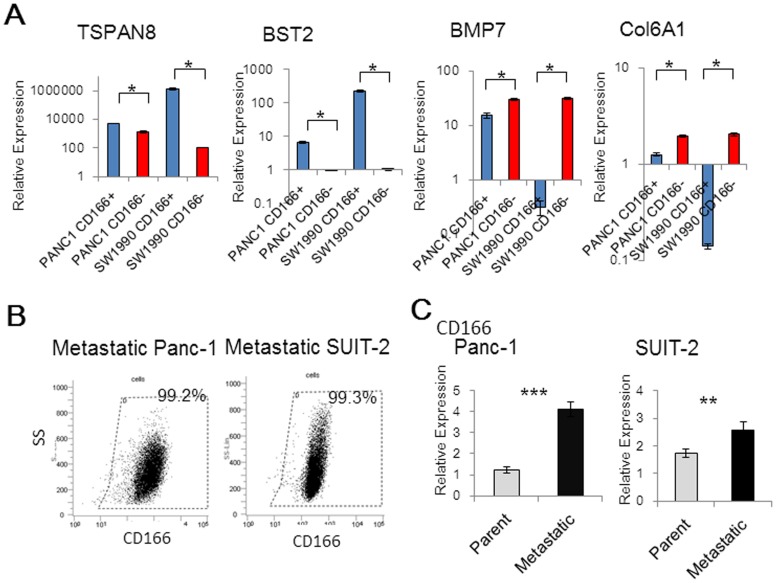
Over-expression of TSPAN8 and BST2 in CD166+ cells, and BMP7 and Col6A1 in CD166- cells. (A) qRT-PCR was used to analyze the mRNA levels of TSPAN8, BST2, BMP7, and Col6A1, which were found to be up-regulated by more than 2-fold in CD166+ and CD166- cells in comparisons of microarray data. (B) The positivity rate of CD166 in metastatic Panc-1 and metastatic SUIT-2 cell lines was measured by flow cytometry. (C) qRT-PCR analysis was also used to examine CD166 mRNA levels in the metastatic cell lines. Data represent the mean ± SD; *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001.

To explore whether CD166 plays a role in metastasis, we used two previously established metastatic pancreatic cancer cell lines that were generated from liver metastases in nude mouse xenograft models [15]. These cell lines, metastatic Panc-1 and metastatic SUIT-2, showed a stronger liver metastatic potential compared with that of their parental cell lines. In the metastatic Panc-1 cell line, the CD166 expression rate was significantly increased compared with that of the parental cells (99.2% vs. 46.9%, Figure 6B). In the SUIT-2 cell line, most cells expressed CD166 in both parental SUIT-2 cells (99.3%) and metastatic SUIT-2 cells (99.4%). qRT-PCR analysis showed that the levels of CD166 mRNA in both metastatic Panc-1 and metastatic SUIT-2 cells were significantly greater than those in their parental cell lines (p<0.0001 and p = 0.0015 for Panc-1 and SUIT-2, respectively, Figure 6C).

## Discussion

In the present study, immunohistochemistry showed that CD166^high^ was often found in pancreatic cancer tissues compared to normal pancreatic tissues. Our flow cytometric analyses of resected pancreatic cancer tissues revealed that the percentage of CD166+ cells ranged from 33.8 to 70.2% among EpCAM+ cells, suggesting that CD166 expression was frequent in pancreatic cancers. However, the role of CD166 expression has not been clarified in pancreatic cancer. Previously, the roles of CD166 have been reported in several other types of cancer. However, the findings are controversial, because the cells expressing CD166 show strong tumorigenicities and inhibition of CD166 enhances invasive and migratory activities [6], [7], [9], [10].

Several studies have reported that CD166+ cancer cells in colon and prostate cancers might represent CSCs, because these cells exhibit strong *in vivo* tumorigenicity [6], [7]. In the present study, we found that the CD166+ pancreatic cancer cells had stronger tumorigenicity than that of their CD166- counterparts *in vivo*. We also found no differences in the expression rates of other pancreatic CSC candidate markers, CD24, CD44, and CD133 [23], [24], between CD166+ and CD166- cells. These results suggest that CD166 might be an independent marker of pancreatic CSCs. The present study revealed that CD166+ cells showed greater proliferation and colony formation abilities than those of CD166- cells *in vitro*. Although a greater sphere formation ability of CD166+ cancer cells has been reported in colon cancer, prostate cancer, and head and neck squamous cell carcinoma [6], [7], [30], our study showed that there was no significant difference in the sphere formation capacities of CD166+ and CD166- cells.

On the other hand, we showed that the CD166- population of pancreatic cancer cells had stronger invasive and migratory activities compared with those of the CD166+ population *in vitro*. The relationship between invasive/migratory abilities and CD166 expression has been previously reported in other types of cancer including endothelial-like yolk sac cells [31], epithelial ovarian carcinoma cells [9], and glioblastoma cells [10]. We also investigated the expression levels of EMT-associated genes in relation to the status of CD166 expression. We found that an EMT activator, Zeb1, was over-expressed in CD166- cells compared with that in CD166+ cells. However, there were no differences in morphology or expression of the epithelial marker E-cadherin. The role of CD166 might be related to pancreatic CSCs or EMT, but there are some controversial points.

To identify other key molecules involved in CD166 expression, our study showed that the level of MMP2 mRNA was greater in CD166- cells than that in CD166+ cells. Additionally, microarray analysis identified several genes that were differentially expressed in CD166+ and CD166- cells, including four genes, TSPAN8, BST2, BMP7, and ColA1, which are related to invasive and migratory activities or tumorigenicity [25]–[29]. Swart et al. and Hong et al. reported an association of CD166 with adhesiveness [5], [12]. Adhesiveness might cause the functional differences between CD166+ and CD166- cells; however, Hong et al. reported that knockdown of CD166 by RNA interference reduces cell adhesion but does not affect growth or invasion of pancreatic cancer cells [12]. Our study revealed that CD166+ cells showed strong proliferative activities, but there was no significant difference in the adhesive capabilities of CD166+ and CD166- cells. Further investigation is needed to clarify the functional difference between CD166+ and CD166- pancreatic cancer cells.

We examined the relationship between CD166 expression and metastatic potential in two previously established metastatic pancreatic cancer cell lines [15]. In these cell lines, the levels of CD166 mRNA expression were greater than those in their parental cell lines. Therefore, CD166 expression might be associated with the metastatic behavior of pancreatic cancer cells.

In conclusion, we have revealed that CD166+ pancreatic cancer cells are highly tumorigenic, whereas CD166- pancreatic cancer cells exhibit stronger invasive and migratory activities. Although further investigations are needed to uncover the mechanisms underlying these functional differences, this study demonstrates that CD166 expression is related to different functions in pancreatic cancer cells.

## Supporting Information

Figure S1 **Analysis of the relationships between CD166 positivity rates and malignant potential indicators (invasion, migration, and proliferation) in pancreatic cancer cell lines.**
(TIF)

Figure S2 **Mice were subcutaneously transplanted with parental, CD166+, and CD166− cells from the SW1990 cell line (representative image) and tumor volumes were regularly measured for 7 weeks.** Data represent the mean ± SD; NS, not significant.
(TIF)

Figure S3 **Effects of CD166 silencing by RNA interference on pancreatic cancer cell behavior.** Control (siControl) or CD166 silenced cells (siCD166) were analyzed by (A) invasion assays and (B) migration assays at the indicated days post-transfection. Original magnification: 200×. (C) Proliferation assay. Data represent the mean ± SD; NS, not significant.
(TIF)

Figure S4 **Effect of CD166 knockdown in SUIT-2 cells on the expression levels of TSPAN8, BST2, BMP7, and Col6A1.** SUIT-2 cells were transfected with CD166-targeting (siCD166) or control siRNA (siControl), and the expression levels of the four genes were assessed by qRT-PCR. Data represent the mean ± SD; ***, *p*<0.001; NS, not significant.
(TIF)

Table S1 **Relationships between CD166 expression and clinicopathological factors.**
(DOCX)

Table S2 **CD166 positivity rates and malignant potential indicators (invasion, migration, and proliferation) in each pancreatic cancer cell line as reported previously.**
(DOCX)

Table S3 **Tumorigenic potential of CD166+/− cells derived from the SW1990 cell line.**
(DOCX)

Table S4 **Differentially expressed genes by >2-fold in CD166+ cells.** (p<0.05).

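All 26 genes of Table S4 were over 2-fold higher in CD166+ cells of SW1990, 19 of them over 10-fold, and 24 were over 2-fold higher in Panc-1, 2 of them over 10-fold. FOLR1, a folate receptor, was at least 163-fold higher in CD166+ cells of SW1990 and at least 3.19-fold higher in Panc-1. AKR1C3, an aldo-keto reductase of steroid and prostaglandin metabolism, was 74.7-fold higher in SW1990 and at least 11.3-fold higher in Panc-1, and KRT7, a keratin of simple epithelia, 33.8-fold and at least 5.45-fold higher. The cancer-testis genes GAGE4 and GAGE12G were 99.5-fold and 80.4-fold higher in SW1990 and at least 5.11-fold and 5.30-fold higher in Panc-1. OLR1, a receptor for oxidized lipoprotein, was at least 66.8-fold and at least 4.98-fold higher, and MFAP5, a microfibril protein, at least 66.5-fold and 3.00-fold higher. DSG2, a desmosomal cadherin, was at least 26.9-fold and 3.08-fold higher, and PLEK2, a pleckstrin of the actin cytoskeleton, at least 7.31-fold and 2.48-fold higher. LGALS3BP, a secreted galectin ligand, was 14.4-fold higher in SW1990 and 2.47-fold higher in Panc-1. OCIAD2 was counted on its probe with the highest mean signal, which is not the probe of Table S4.

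The 2 genes under 2-fold in Panc-1 had log2 folds of 0.98, for MOCOS, the molybdenum cofactor sulfurase (at least 28.4-fold in SW1990), and of 0.95, for ACP6, a lysophosphatidic acid phosphatase (6.53-fold in SW1990). On the scaled intensities of the probes of Table S4, all 26 had the larger ratio in SW1990 and 17 of the 26 had a ratio over 2 in Panc-1, with a range of 1.53 to 10.7 and a median of 2.18, against a range of 2.99 to 83.4 and a median of 21.4 in SW1990. Over all genes, the ratio of the mean scaled intensity of CD166+ to that of CD166- cells was over 2 for 334 genes, and for 33 genes without SW1990, 1001 without Panc-1 and 671 on the normalized signals. With the SW1990 CD166+ share, at its median of 2.19%, subtracted from the Panc-1 CD166+ signals (chosen after seeing the data), 21 of the 26 were over 2-fold higher in Panc-1 and FOLR1 was no longer detected there. A larger share was not subtracted. Adjusted over the list alone, limma called 19 of the 19 genes that carry a gene name in the annotation, but the study chose this list on these samples, so the count is not independent evidence.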

(DOCX)

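TUBB2B and TUBB2A, beta-tubulins of the microtubules, were at least 173-fold and 27.1-fold higher in CD166- than in CD166+ cells of SW1990 and 1.85-fold and 1.72-fold higher in CD166- cells of Panc-1. PRRX2, a homeobox transcription factor of mesenchyme, was at least 25.2-fold and 1.75-fold higher. LIPA, the lysosomal acid lipase, was 6.40-fold and 1.93-fold higher, PLK2, a polo-like kinase, 7.75-fold and 2.23-fold higher, and SEPTIN5, a septin of vesicle traffic, 6.21-fold and 1.62-fold higher. HSPA12A, a member of the HSP70 family, was at least 5.38-fold and 2.00-fold higher, SUN1, a protein of the inner nuclear membrane, 6.20-fold and 1.51-fold higher, and ELOVL5, a fatty acid elongase, 3.50-fold and 1.64-fold higher. All 11 genes of Table S5 were over 2-fold higher in CD166- cells of SW1990, and 4 of them (BMP7, PLK2, COL6A1 and HSPA12A) were over 2-fold higher in Panc-1. All 11 had the larger fold in SW1990.

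On the scaled intensities 0 of 11 had a ratio over 2 in Panc-1, with a range of 1.5 to 1.89 and a median of 1.67, against a range of 3.24 to 104.9 and a median of 5.54 in SW1990. The ratio of mean scaled intensities favored CD166- cells by over 2-fold for 233 genes of the array, and for 9 without SW1990, 1337 without Panc-1, 154 on the intensities without normalization and 457 on the normalized signals. Adjusted over the list alone, limma called 0 of the 11, and since the study chose the list on these samples its direction is not independent evidence.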

Table S5 **Differentially expressed genes by >2-fold in CD166- cells.** (p<0.05).
(DOCX)

# Supplementary material for: CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells
**Source:** PLoS One. 2014 Sep 15;9(9):e107247. doi: 10.1371/journal.pone.0107247
**Supplement:** Table S1 — Relationships between CD166 expression and clinicopathological factors.

**Table S1.** Relationships between CD166 expression and clinicopathological factors.

|  |  | CD166 low, | CD166 high, |  |
| --- | --- | --- | --- | --- |
| Characteristics |  | n=86 (87.8%) | n=12 (12.2%) | p Value |
| Age | < 65 | 41 (47.7) | 4 (33.3) | 0.345 |
|  | ≥ 65 | 45 (52.3) | 8 (66.7) |  |
| pT category | pT1 / pT2 | 10 (11.6) | 0 (0.0) | 0.0963 |
|  | pT3 / pT4 | 76 (88.4) | 12 (100.0) |  |
| Histologic grade | G1 | 12 (14.0) | 3 (25.0) | 0.472 |
|  | G2 | 28 (32.6) | 3 (25.0) |  |
|  | G3 | 40 (46.5) | 6 (50.0) |  |
|  | others | 6 (7.0) | 0 (0.0) |  |
| Lymph node metastasis | No | 21 (24.4) | 1 (8.3) | 0.17 |
|  | Yes | 65 (75.6) | 11 (91.7) |  |
| UICC stage | I | 8 (9.3) | 0 (0.0) | 0.186 |
|  | II | 74 (86.1) | 12 (100.0) |  |
|  | III / IV | 4 (4.7) | 0 (0.0) |  |
| Perilymphatic invasion | No | 22 (25.9) | 2 (16.7) | 0.472 |
|  | Yes | 63 (74.1) | 10 (83.3) |  |
| Perivascular invasion | No | 31 (36.5) | 4 (33.3) | 0.831 |
|  | Yes | 54 (63.5) | 8 (66.7) |  |
| Perineural invasion | No | 15 (17.7) | 0 (0.0) | 0.037 |
|  | Yes | 70 (82.4) | 12 (100.0) |  |
| Pathological margin | Negative | 54 (63.5) | 7 (58.3) | 0.729 |
|  | Positive | 31 (36.5) | 5 (41.7) |  |

UICC, Union for International Cancer Control.

# Supplementary material for: CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells
**Source:** PLoS One. 2014 Sep 15;9(9):e107247. doi: 10.1371/journal.pone.0107247
**Supplement:** Table S2 — CD166 positivity rates and malignant potential indicators (invasion, migration, and proliferation) in each pancreatic cancer cell line as reported previously.

**Table S2.** CD166 positivity rates and malignant potential indicators (invasion, migration, and proliferation) in each pancreatic cancer cell line as reported previously.

|  | KP-2 | SUIT-2 | CF-Pac1 | Capan-2 | SW1990 | BxPC3 | Panc-1 | AsPC1 | MiaPaca2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CD166 positive rates (%) | 99.5 | 99.4 | 99.5 | 99.2 | 86.3 | 81.2 | 46.9 | 21.4 | 0 |
| Invading cells /field | 11.8 | 14.6 | 22.2 | 1.6 | 29.2 | 0.4 | 21.4 | 0.8 | 25 |
| Migrating cells /field | 0.2 | 22.5 | 3.2 | 26.7 | 24.7 | 0.6 | 16.1 | 1 | 9 |
| Doubling time (hrs) | 32.8 | 18.8 | 32.5 | 23.9 | 40.3 | 23.2 | 33.7 | 22.6 | 16.5 |

# Supplementary material for: CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells
**Source:** PLoS One. 2014 Sep 15;9(9):e107247. doi: 10.1371/journal.pone.0107247
**Supplement:** Table S3 — Tumorigenic potential of CD166+/− cells derived from the SW1990 cell line.

**Table S3.** Tumorigenic potential of CD166+/- cells derived from the SW1990 cell line.

|  |  | No. of mice with tumor formation | | |
| --- | --- | --- | --- | --- |
|  |  | (Tumor volume>100mm3) | | |
|  | No. of injected cells | 3 weeks | 5 weeks | 7 weeks |
| Parent | 4x10 4 | 0/5 | 0/5 | 0/5 |
|  | 2x 10 5 | 2/5 | 3/5 | 3/5 |
|  | 1x 10 6 | 5/5 | 5/5 | 5/5 |
| CD166+ cells | 4x10 4 | 0/5 | 0/5 | 0/5 |
|  | 2x 10 5 | 0/5 | 1/5 | 1/5 |
|  | 1x 10 6 | 5/5 | 5/5 | 5/5 |
| CD166- cells | 4x10 4 | 0/5 | 0/5 | 0/5 |
|  | 2x 10 5 | 0/5 | 0/5 | 0/5 |
|  | 1x 10 6 | 0/5 | 0/5 | 1/5 |

# Supplementary material for: CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells
**Source:** PLoS One. 2014 Sep 15;9(9):e107247. doi: 10.1371/journal.pone.0107247
**Supplement:** Table S4 — Differentially expressed genes by >2-fold in CD166+ cells. (p<0.05).

**Table S4.** Differentially expressed genes by >2-fold in CD166+ cells. (p<0.05)

| Gene symbol | CD166+ cells ave. | CD166- cells ave. | CD166+/ CD166- cells ratio |
| --- | --- | --- | --- |
| FOLR1 | 3905.8 | 87 | 44.89 |
| GAGE2B | 3720.7 | 97 | 38.36 |
| AKR1C3 | 3218 | 98.9 | 32.54 |
| KRT17 | 4598.9 | 153.2 | 30.02 |
| GAGE4 | 2582.4 | 86.4 | 29.89 |
| GAGE5 | 2296.9 | 91.3 | 25.16 |
| GAGE12G | 2451.5 | 99.2 | 24.71 |
| C4BPB | 2345.4 | 108 | 21.72 |
| OLR1 | 1630.7 | 89 | 18.32 |
| TSPAN8 | 1737.1 | 95.1 | 18.27 |
| BST2 | 1805.3 | 101.1 | 17.86 |
| MFAP5 | 1615.3 | 103 | 15.68 |
| KRT17P3 | 1460.3 | 118.9 | 12.28 |
| KRT7 | 1214 | 102.3 | 11.87 |
| LOC645638 | 939.3 | 121.2 | 7.75 |
| MOCOS | 728.1 | 106.3 | 6.85 |
| DSG2 | 756.8 | 118.9 | 6.37 |
| LGALS3BP | 700.6 | 163.1 | 4.30 |
| SLFN11 | 394.3 | 118.7 | 3.32 |
| MAPKAPK3 | 1210.6 | 395.2 | 3.06 |
| ALCAM(CD166) | 311.7 | 104.4 | 2.99 |
| PLEK2 | 297.3 | 114.2 | 2.60 |
| LOC148430 | 3854.4 | 1542.2 | 2.50 |
| LOC346887 | 228.5 | 94.6 | 2.42 |
| OCIAD2 | 937.8 | 394.9 | 2.37 |
| ACP6 | 346.8 | 155.6 | 2.23 |

# Supplementary material for: CD166/ALCAM Expression Is Characteristic of Tumorigenicity and Invasive and Migratory Activities of Pancreatic Cancer Cells
**Source:** PLoS One. 2014 Sep 15;9(9):e107247. doi: 10.1371/journal.pone.0107247
**Supplement:** Table S5 — Differentially expressed genes by >2-fold in CD166- cells. (p<0.05).

**Table S5.** Differentially expressed genes by >2-fold in CD166- cells. (p<0.05)

| Gene symbol | CD166- cells ave. | CD166+ cells ave. | CD166-/ CD166+ cells ratio |
| --- | --- | --- | --- |
| TUBB2A | 2295.4 | 385.8 | 5.95 |
| TUBB2B | 5437.7 | 1350.7 | 4.03 |
| PRRX2 | 921.1 | 299.3 | 3.08 |
| BMP7 | 284 | 94.4 | 3.01 |
| LIPA | 2430.1 | 809.5 | 3.00 |
| PLK2 | 315.7 | 110.6 | 2.85 |
| COL6A1 | 277.3 | 109.4 | 2.53 |
| 5-Sep | 633.6 | 251.3 | 2.52 |
| HSPA12A | 234.3 | 103.7 | 2.26 |
| UNC84A | 1244.5 | 552.2 | 2.25 |
| ELOVL5 | 641.9 | 316.1 | 2.03 |

How the deposited data were processed for this re-analysis (not part of the article)

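Gene expression was measured in CD166+ and CD166- cells of SW1990 and Panc-1, 4 populations with 1 Illumina bead array each. The authors deposited a mean bead intensity for each of 47315 probes without normalization, made with BeadStudio 3.2.3, and the lowest intensities lie well above 0, so no background had been subtracted. The authors also deposited a detection p-value for each probe on each array. The deposited table of scaled intensity values holds the same arrays on a linear scale, each multiplied by 1 factor to a common mean, and its medians are 66.8, 82.4, 83.5 and 81.6 for SW1990 CD166+, SW1990 CD166-, Panc-1 CD166+ and Panc-1 CD166- cells. The paper's text does not say how the arrays were scaled, and the factors were found from the values.

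The intensities without normalization were processed with neqc in limma 3.58.1 (R 4.3.3), which fits the background from the detection p-values, adds an offset of 16 and applies quantile normalization over the 4 arrays. A probe was called detected at a detection p under 0.01. The platform annotation paired 30111 probes with 1 gene, 8 with several and 17196 with none. Symbols were checked by Entrez number against RefSeq genes of GRCh38.p14, where 39 numbers were not found. A further 7 probes, unnamed in the annotation, were named through the paper's tables, whose averages they matched within 0.05. In all 20051 genes were named, each represented by its probe with the highest mean signal. The averages of Table S4 matched the scaled table for 26 of 26 genes, and those of Table S5 matched the intensities without normalization for 11 of 11.

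Within a line, genes were counted when the normalized signals differed by over 2-fold, the paper's threshold, and the brighter array detected the gene. An undetected side was set to the floor of its array, the lowest normalized signal among detected probes, at 5.29, 5.38, 5.22 and 5.28 on the log2 scale, or to the probe's own signal where this was higher. No p-value was computed across genes of single arrays. Across the lines, limma's lmFit and eBayes were fitted to the measured signals, undetected sides included, of genes detected on at least 2 of the 4 arrays, with the cell line as a block and 1 residual degree of freedom, and p-values were adjusted by Benjamini-Hochberg. The pairing comes from the cell line shared by the arrays of a pair. As a check of the pairing, each Panc-1 array correlated best with the other Panc-1 array, while the SW1990 CD166- array correlated better with both Panc-1 arrays, and the SW1990 CD166+ array with the Panc-1 CD166+ array, than with each other. The paper names Student's t-test for comparisons between groups in general and does not name the test behind the p under 0.05 of Tables S4 and S5, so a t-test on the same values was run as an alternative.

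The gene lists and comparisons, the rule for named genes and the alternatives were fixed before the deposited data were examined. Values of the paper's Tables S4 and S5, which come from the same arrays, had been seen, and several lists hold genes of these tables. The 22 lists hold epithelial genes, keratins, mesenchymal and EMT genes, collagens, matrix metalloproteinases and their inhibitors, stem cell markers, interferon-stimulated genes, antigen presentation genes, cancer-testis genes, BMP and TGF-beta genes, tetraspanins, immunoglobulin-superfamily adhesion molecules, integrins, cell cycle genes, aldo-keto reductases with NRF2 targets, tubulins, septins, hypoxia and glycolysis genes, markers of fibroblasts and stellate cells, of leukocytes and endothelial cells, of neural and neuroendocrine cells, and housekeeping genes. Per line, the median of a list was set among 10000 random lists of the same size matched on mean expression in 20 bins. Across the lines the lists were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, adjusted over the 21 lists with enough genes. The named genes are those the paper names (values in its tables had been seen), the 10 with the largest fold per line and direction among genes detected on both arrays, the 10 with the largest fold shared by both lines among genes detected on all 4 arrays, and up to 4 members of each list over 2-fold apart, of which the text gives a part.

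The alternatives were no background correction, an offset of 50, median scaling, the scaled table, a detection p under 0.05, no filter on dim probes, the mean over the probes of a gene, undetected sides as measured, thresholds of 1.5-fold and 3-fold, no block, an intensity trend, the t-test, the other list tests and the omission of each line. One alternative was added later, in which the share of SW1990 CD166+ signal estimated on the Panc-1 CD166+ array was subtracted, at its median of 2.19% only. The limma fit was tested on simulated data with 200 changed genes of 10367. With noise of SD 0.303, the median over the genes of the arrays, it called 29.5% of genes with a log2 change of 1 and 100% of those with a change of 3, with 3 and 9 false calls. The simulated noise was the same for every gene, whereas the spread on the arrays differs between genes. These rates therefore do not give the power of the fit to the arrays. The share estimate was tested on simulated mixtures of 0%, 2% and 5% over 39 genes and returned 0.0137%, 2.03% and 4.96%. These mixtures were made on signals already normalized, in the same linear form as the estimate. They check its arithmetic and do not show whether background correction and quantile normalization preserve a share. The number of arrays limits the precision of every value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for counts and plots. The qRT-PCR, flow cytometry, invasion and xenograft measurements of the paper were not analysed here.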

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

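The tests of bright probes, of expression gene by gene and of Panc-1 material in the SW1990 CD166- sample, the share on the scaled intensities and the subtraction of the share were chosen after the result was seen.

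The lines differed in direction for 13 genes that were over 2-fold apart in each (4 on the scaled intensities), and the difference between the lines was not tested. Higher in CD166+ cells of SW1990 and in CD166- cells of Panc-1 were H19, SHROOM3, SMAD6, HSPA2, OR2A42 and TFAP2C, with log2 folds of 3.12 and -1.04 for the imprinted RNA H19 and of 1.77 and -1.01 for SMAD6, an inhibitor of BMP signaling. The reverse held for ADIRF, CAMK2N1, CHST15, CNTNAP1, COL13A1, HAS3 and PRDM8, with log2 folds of -6.49 (a bound) and 1.97 for ADIRF, an adipogenesis factor, and of -3.88 and 1.40 for CAMK2N1, an inhibitor of CaM kinase II. No explanation was tested for these genes.

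On the Panc-1 CD166+ array, 27 of 39 genes with a signal over 500 above background in SW1990 CD166+ cells and undetected in Panc-1 CD166- cells were detected, at a median of 2.19% of their SW1990 CD166+ signal (quartiles 1.438% and 3.52%), a signal the paper does not discuss. As a control for bright probes that give a weak signal on any array, 9 genes strong in SW1990 CD166- cells had a median of 0.0721% on the same array. Like the 39 genes, these were picked as undetected in Panc-1 CD166- cells. That choice leaves out probes with a signal on any array beforehand, so the comparison cannot decide the question. SW1990 CD166+ material in the Panc-1 CD166+ sample and expression of these genes by Panc-1 CD166+ cells cannot be told apart. The summed signal of 99 genes of moderate strength was 1.437% of that in SW1990 CD166+ cells, just under the quartile range. The log2 shares had an interquartile range of 1.29, against 1.11 for log2 ratios between the lines over 2973 genes. Those 2973 genes were detected on both arrays compared, whereas only 27 of the 39 were detected on the Panc-1 CD166+ array. Signals near background can widen the shares, so their width cannot decide the question. A second estimate on the scaled intensities, run after the first was seen, gave a median of 3.46% (quartiles 2.70% and 4.65%), with 0.197% for the 9 control genes, 3.15% for moderate genes and an interquartile range of 0.783 against 1.09, so the moderate genes lay within the quartile range there and the shares varied less than the ratios between lines.

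The SW1990 CD166- array had a correlation across genes of 0.872 with the Panc-1 CD166- array and of 0.875 with the Panc-1 CD166+ array, above that of 0.827 with the SW1990 CD166+ array, which itself had 0.834 with the Panc-1 CD166+ array, and the paper does not discuss the similarity of the arrays. Of 40 genes strong on both Panc-1 arrays and undetected in SW1990 CD166+ cells, 12 (30%) were clearly undetected on the SW1990 CD166- array, at a detection p over 0.2. These values argue against Panc-1 cells or RNA as most of the SW1990 CD166- sample. The other genes of the 40 were not clearly undetected. A small part of Panc-1 material could leave such genes undetected, so it is not excluded. MTAP, a neighbor of CDKN2A in GRCh38.p14, was undetected in SW1990 CD166- cells and at least 7.97-fold higher in CD166+ cells (log2 fold 2.995), with CDKN2A at least 42.2-fold and CDKN2B at least 3.12-fold higher, values consistent with a loss of the CDKN2A region in the SW1990 CD166- cells. CDKN2A and MTAP were also undetected in Panc-1 CD166- cells and were detected in Panc-1 CD166+ cells, at signals of 83.9 and 45.9. As above, SW1990 CD166+ material in that sample and expression by Panc-1 CD166+ cells cannot be told apart. The array measures RNA, so lower transcription of the region stays open. The CD166 sort itself and cells of another origin, in the SW1990 CD166- or the SW1990 CD166+ sample, stay open as well and were not tested.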

How the results depend on the processing

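The subtraction of the SW1990 CD166+ share was chosen after seeing the data. Of the values recomputed under other settings, 310 stayed within the tolerance of their kind, 109 moved further and 14 list tests lost their call, and the cause was not tested. The tolerance was 1.5 times for counts, the SD between probes of a gene for folds within a line, a 95% interval for correlations, the SD between the lines for log2 ratios of means and the side of the threshold for tests. It is wide for the ratios of means, where that of TSPAN8 was 18.3 on the scaled table, 42.6 on the normalized signals and 9.145 as a geometric mean, and without SW1990 the ratios of TSPAN8 and BST2 were 2.203 and 2.195, beyond the tolerance. In that tally, folds within a line and ratios of means were those of ALCAM, TSPAN8, BST2, BMP7 and COL6A1 only. None of these changed sign, nor did the correlation of the folds between the lines. Of the lists that were not called, BMP and adhesion genes turned from lower to higher and integrins from higher to lower in CD166+ cells in camera without the block, and adhesion genes also in fry. With no background correction, 954 genes were higher in CD166+ cells of SW1990, 33 in CD166+ and 9 in CD166- cells of Panc-1, 20 and 2 in both lines and 0 genes of Table S5 in Panc-1 or in both lines, and 5 lists lay below percentile 2.5 in Panc-1 (3 on the normalized signals). Log2 folds in SW1990 and Panc-1 were then 1.78 and 1.55 for ALCAM, 4.99 and 1.15 for TSPAN8, 4.95 and 1.11 for BST2, -2.12 and -0.72 for BMP7 and -1.86 and -0.78 for COL6A1. With an offset of 50, 40 and 17 genes were higher in CD166+ and CD166- cells of Panc-1 and 4 in CD166- cells of both lines, with 0 genes of Table S5 in Panc-1 or in both, and the log2 folds were 2.01 and 1.78 for ALCAM, 5.33 and 1.34 for TSPAN8, 5.26 and 1.30 for BST2, -2.39 and -0.83 for BMP7 and -2.11 and -0.87 for COL6A1. On the scaled table, 917 genes were higher in CD166+ cells of SW1990, 27 and 9 in CD166+ and CD166- cells of Panc-1, 18 and 2 in both lines and 0 genes of Table S5 in Panc-1 or in both. Log2 folds there were 1.63 and 1.52 for ALCAM, 5.04 and 1.14 for TSPAN8, 5.01 and 1.115 for BST2, -2.31 and -0.74 for BMP7 and -2.06 and -0.79 for COL6A1, and correlations were 0.851 for the SW1990 arrays, 0.887 for the CD166- arrays and 0.991 for the Panc-1 arrays. Over all genes these were 0.901, 0.927 and 0.993. With no filter on dim probes, log2 folds in SW1990 were 6.64 for TSPAN8, -3.94 for BMP7 and -3.455 for COL6A1, and rho between the folds of the lines was 0.0606. At 1.5-fold, 2567 and 2709 genes were higher in CD166+ and CD166- cells of SW1990, 268 and 276 in Panc-1, 107 and 71 in both lines and 11 genes of Table S5 in Panc-1 and in both. At 3-fold these counts were 691 and 702, 25 and 3, 20 and 0, and 0. With the median share of 2.19% subtracted, 25 genes were higher in CD166+ cells of both lines, and in Panc-1 TSPAN8 had a log2 fold of 1.185 and BST2 of 1.02. Panc-1 then had 47 and 45 genes, and 11 were higher in CD166- cells of both lines. The ratio of mean intensities was under 1/2 for 154 genes without scaling, and over 2 and under 1/2 for 671 and 457 genes on the normalized signals. Leaving out each line in turn gave 33 (without SW1990) to 1001 (without Panc-1) genes over 2 and 9 to 1337 under 1/2. Of the 6 lists called by camera, 0 were called with an estimated correlation and 0 by fry (lowest adjusted p 0.498). The replicate block, the cell line, moved no count of genes called across the lines: limma without it called 0 genes in either direction. It changed the call of 2 lists, the aldo-keto reductase list (adjusted p = 0.0674 from camera without the block) and septins (0.0676), so that 4 were called without it. Median scaling, a detection p under 0.05 and the mean over probes moved no count of genes over 2-fold apart within a line or in both lines by 1.5 times. Detection limits the folds of genes near background, and 519 of the genes higher in CD166+ cells of SW1990 were detected on 1 array.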

Differences from the paper's values

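At an unadjusted p under 0.05 from limma and over 2-fold across both lines, 107 genes were higher in CD166+ cells, against the paper's 26. The paper gives p under 0.05 for these tables and does not name the test there. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's without the block (37) and with no filter on dim probes (31). It did not with the scaled table (141), a detection p under 0.05 (97), an intensity trend (112), the mean over probes (59), median scaling (89), no background correction (55), an offset of 50 (54) or the methods' t-test (4).

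For CD166- cells the same count was 53, against the paper's 11. None of the alternatives set before the data were examined came within 1.5 times of it: the scaled table gave 156, a detection p under 0.05 gave 49, no block 18, an intensity trend 69, the mean over probes 36, median scaling 40, no background correction 25, no filter on dim probes 19, an offset of 50 gave 25 and the methods' t-test 1. Counted without a test, as over 2-fold in the same direction in both lines, there were 38 and 12 genes, which lie within 1.5 times of the paper's 26 and 11, and 17 of the 38 and 4 of the 12 are genes of the paper's tables. The 7 genes named through the paper's tables do not enter this count. Of the alternatives set before the data were examined, the count for CD166+ cells lay within 1.5 times of the paper's with the scaled table (18), no background correction (20), an offset of 50 (26), median scaling (39), the mean over probes (31) and 3-fold (20), and not with a detection p under 0.05 (49), no filter on dim probes (55), undetected sides as measured (55) or 1.5-fold (107). For CD166- cells it did with median scaling (11), the mean over probes (10), a detection p under 0.05, no filter on dim probes and undetected sides as measured (16 each), and not with the scaled table (2), no background correction (2), an offset of 50 (4), 1.5-fold (71) or 3-fold (0).

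The paper lists the genes of Table S5 as over 2-fold higher in CD166- cells from averages over the lines. Taken line by line, all 11 were over 2-fold higher in SW1990 and 4 of 11 in Panc-1, and at 1.5-fold all 11 were higher in Panc-1. The ratios of mean scaled intensities for the 11 lay within 1.5 times of the paper's, for example 3.29 for BMP7 against the paper's 3.01. On the intensities without normalization, whose averages those of Table S5 match for 11 of 11 genes, the ratio of BMP7 was 3.009.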

Other observations

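The counts of genes over 2-fold apart between arrays of different lines were chosen after the result was seen, and the other comparisons in this part were planned. Hypoxia and glycolysis genes had 9 of 28 detected members over 2-fold higher in CD166+ and 3 higher in CD166- cells of SW1990 (median log2 fold 0.34, percentile 97.1 among random lists), and 0 of 28 were over 2-fold apart in Panc-1. NDRG1, a hypoxia-induced gene, was 33.3-fold higher in CD166+ cells of SW1990, SLC2A3, a glucose transporter, 11.7-fold and ALDOC, an aldolase, 5.55-fold higher, while HK1, a hexokinase, was 4.96-fold higher in CD166- cells. Cell cycle genes had 4 of 41 members higher in CD166- and 0 higher in CD166+ cells of SW1990 (median -0.38, percentile 1.42), among them BUB1 of the spindle checkpoint (-1.36) and CCND1, cyclin D1 (-1.15), and 0 of 41 were over 2-fold apart in Panc-1 (median -0.071). Integrins had 3 of 14 higher in CD166- cells of SW1990 (1 on the scaled table and 1 with no background correction), with ITGB1, the common beta subunit, at -1.68, and 0 of 13 in Panc-1. Immunoglobulin-superfamily adhesion molecules had 3 of 12 higher in each group in SW1990, including NECTIN2 (3.99-fold higher in CD166- cells) and ICAM3 (2.56-fold higher in CD166+ cells), and 1 of 12 in Panc-1, ALCAM, which was also the 1 gene of this list that limma called when adjusted over the list alone. Tetraspanins had 3 of 18 higher in each group in SW1990, with TSPAN9 at -2.16 and CD9 at -1.21, and 1 of 19 in Panc-1. Metalloproteinases and inhibitors had 4 of 9 higher in CD166- and 2 higher in CD166+ cells of SW1990 (3 and 1 on the scaled table, 1 and 1 with no background correction), with ADAM10, a sheddase, at -1.40 and TIMP2 at -1.40, and 0 of 10 in Panc-1, where TIMP2 was at 0.85.

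BMP and TGF-beta genes had 8 of 28 members higher in CD166+ and 6 in CD166- cells of SW1990 (5 and 3 on the scaled table), with FSTL3, a follistatin-like inhibitor, at 2.50 and ID2, a BMP target, at -2.26, and 2 of 27 were higher in CD166- cells of Panc-1 (0 on the scaled table). Antigen presentation genes had 4 of 17 higher in each group in SW1990 (median 0.51, percentile 97.7), with the peptide transporter TAP2 at -1.87 and HLA-E at -1.36, and 0 of 16 in Panc-1 (median -0.14, percentile 0.86). PSMB8, a subunit of the immunoproteasome, had a log2 fold of at least 5.07 and HLA-C of at least 2.27 in SW1990, both chosen after their values were seen. Stem cell markers had 4 of 13 higher in each group in SW1990, with BMI1 at 2.17, and 1 of 9 higher in CD166- cells of Panc-1. Tubulins had 4 of 15 higher in CD166- and 2 in CD166+ cells of SW1990 (4 and 1 on the scaled table), with TUBB3 at -2.52, and 0 of 15 in Panc-1. Neural and neuroendocrine markers had 2 of 4 higher in CD166- cells of SW1990 (1 on the scaled table) and 0 of 4 in Panc-1, leukocyte and endothelial markers 1 of 4 (CD68) and 0 of 2, and housekeeping genes 3 of 16 higher in CD166+ and 2 in CD166- cells of SW1990 (3 and 0 on the scaled table) and 0 of 16 in Panc-1. The median of the housekeeping list in SW1990 was -0.081 on the normalized signals and 0.050 on the scaled table, and that of the stem cell list 0.14 and -0.16, so neither has a settled direction. The same holds for integrins, at 0.070 and -0.081. By camera with the preset correlation, adjusted p was 0.136 for hypoxia, 0.118 for cell cycle and 0.140 for neural genes, 0.322 for tubulins, 0.558 for metalloproteinases, 0.802 for tetraspanins, 0.804 for stem cell, antigen presentation, adhesion and integrin genes and 0.900 for BMP and housekeeping genes, and adjusted over the list alone limma called 0 genes in these lists other than ALCAM. The test put BMP and TGF-beta genes and tetraspanins lower in CD166+ cells, where their medians were -0.14 and -0.16 but their mean log2 folds 0.026 and 0.16. It put integrins higher, where the median was 0.036 and the mean -0.0064.

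The paper reports EMT and stem cell markers by qRT-PCR and flow cytometry, which measure the same genes by other means. On the arrays, ZEB1, CDH1 (E-cadherin) and PROM1 (CD133) were undetected in all 4 populations, so no direction can be given. CDH2 (N-cadherin) was at least 8.71-fold higher in CD166+ cells of SW1990 and 3.43-fold higher in Panc-1. MMP2 was undetected in both SW1990 populations and had a log2 fold of -0.40 in Panc-1. CD24 was at least 20.8-fold higher in CD166+ cells of SW1990 and had a log2 fold of -0.61 in Panc-1, CD44 had 0.15 in Panc-1, and EPCAM had 1.87 in SW1990 and 0.72 in Panc-1. Across genes, the log2 folds of the lines had a Pearson correlation of 0.167 and a Spearman correlation of 0.0894, as a description, since genes are not independent replicates. The number of genes over 2-fold apart was 2992 between the SW1990 arrays, 2431 between the CD166- arrays of the lines, 3006 between the CD166+ arrays and 106 between the Panc-1 arrays.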
